A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

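DNA from tail tissue of C57BL/6 mice (C57BL/6J/Nrs in the methods of the study) of 1 family was compared with DNA of a single reference male mouse by array comparative genomic hybridization (array CGH), in which both DNAs are labelled with different fluorescent dyes and hybridised to the same oligonucleotide array. The family consisted of a male parent (20mGyEM), a female parent (20mGyEF) and 5 progeny (20mGyE1 to 20mGyE5). Each mouse was hybridised on 2 arrays with the dyes Cy5 and Cy3 exchanged (a dye swap), which gave 14 arrays on 4 slides. The arrays belonged to a second screening, whose probes were placed around positions that were positive in a first screening with wider probe spacing. The rates of positive probes given here therefore do not describe the whole genome. The labels disagree on the male parent, because the title of the series names male mice exposed to gamma rays at 20 mGy per day for 400 days and its design text calls the parents non-irradiated. The title and the methods of the study were followed in naming the family, and no result depends on this point, since no unexposed family was analysed here.

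The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1. Per the file headers, the deposited intensity of each dye (the processed signal) was background-subtracted and scaled between the dyes with a linear factor, with no correction that depended on intensity. The deposited series table holds log2 ratios of the reference over the mouse, uncentred, for every array. They agree within rounding with the log ratio that Feature Extraction wrote. Probe positions are those of the mouse genome build mm9 (NCBI37), per the file headers. The files hold positions and no gene names for the regions named here, and the reference annotation at hand was of another build, so genes were not assigned and positions were not converted.

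Each array held 94498 spots, of which 6563 were control spots and were left out. The remaining 87935 spots represented 83925 probes of 45 to 60 bases, 83874 of them on autosomes, 48 on the X chromosome and 3 on the Y chromosome, with a median spacing of 99 bp. Between 91 and 152 spots per array carried an outlier mark and were left out, and no spot was saturated. Between 97.3% and 99.1% of the spots of an array were well above background in both dyes. The number of arrays limits the precision of every value.

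The log2 ratio of the mouse to the reference was computed per spot from the processed signals and turned the same way on both arrays of a mouse. Spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. The 2 arrays of a mouse come from the same DNA extracts and were counted as 1 replicate, so every mouse had n = 1. A probe was called in a mouse when its log2 ratio was past 0.5 with the same sign on both arrays and at least 1 other probe within 3 probes was past 0.5 in the same way. This was adapted from the rule of the study, which starts from probes positive in the first screening, asks for a newly selected neighbour and states no condition on the sign. The first screening was not used here, so any probe could be called with any neighbour, and the same sign was required in addition. A de novo called probe was called in a progeny mouse and was not past 0.5 with the same sign on both arrays in either parent. De novo called probes of the same sign formed a region when at most 3 probes and at most 50 kb lay between neighbours, and a large region held at least 5 called probes. For each large region the mean log2 ratio over all its probes was computed in all 7 mice. The carrier was compared with the other 6 mice by an exact permutation test, for which the smallest p is 0.143, and with 10000 random windows of as many consecutive autosomal probes in the same mouse. Windows were drawn over all autosomal probes, other changed loci included. Calls present in 1 of the 7 mice alone were counted in the parents as a background. Progeny and parents were compared per autosomal probe with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the mean of the arrays of a mouse), with Benjamini-Hochberg adjustment at 0.05. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

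The regions named in the text are the 10 large de novo regions with the most called probes and the 3 regions with the most called probes in a parent. The tenth and eleventh de novo regions held the same number of called probes, and the one that comes first on the chromosome was taken. This rule, the tests and the alternatives were fixed before the data were examined, apart from the following. Because the rule returned fragments of a few loci, called probes of the same sign in any mouse were also joined at gaps of up to 200 kb into loci. The limit of 20 called probes for a locus was set after the data were examined as well, and the chromosome 3 locus was chosen after its values were seen. The use of scan day as a block was also added after the data were examined.

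The calling was tested on 20 simulated families of 83874 probes without any copy number change, with the dye bias and noise of the real probes. A simulated family had 0.4 called probes and 0.2 de novo called probes on average, and no large region was called in any of them. Noise that both arrays of a mouse share was not simulated, so real arrays can give more calls by chance. Simulated changes of -1 over 20 probes were called at 96.5% of their probes, changes of -0.6 at 41.5% and changes of -0.4 at 0% of them. Each simulated change was the same at all its probes, whereas the real log2 ratios within a locus differed by probe brightness. These percentages therefore do not give the sensitivity at a real locus. At the chromosome 9 locus, with a mean of -0.40 in 20mGyE1, 171 of 798 probes were called. The limma comparison was tested on 83861 simulated probes of which 200 were shifted by 1. It recovered 95% of them and made 10 false calls.

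The alternatives covered the threshold (0.4 and 0.8), the neighbour rule, the use of the sign or of a single array, the background correction (normexp with an offset of 50), the series table, loess, centring, dim probes, outlier marks, the definition of absence in the parents, the definition of a region, blocks for slide and scan day, and leaving out each mouse in turn. Normexp was planned on mean signals and was run on median spot and background signals. The sex of the progeny is not in the labels, so the progeny were not grouped by it and the X and Y values are given per mouse. Slide 1 held both parents and no progeny, and slide 4 held 20mGyE5 alone. The arrays were scanned on 2 days, 1 with the parents, 20mGyE1 and 20mGyE2 and the other with 20mGyE3, 20mGyE4 and 20mGyE5.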

Results

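DNA copy number was measured by array CGH in 2 parents and 5 progeny of a mouse family, each against the same reference male mouse and each on 2 arrays with exchanged dyes. Every mouse was a single replicate, so the errors given here come from the dye swap, from the other mice and from the rest of the array. The median processed signal of the mouse DNA lay between 782 and 864 on the 14 arrays. The SD of the differences between neighbouring probes, scaled to a single probe, was 0.14 to 0.18 on the log2 scale.

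The agreement of the dye-swap arrays was examined first, since a call required both. The difference between the arrays of a mouse divided by 2 had an SD over autosomal probes of 0.17 to 0.20. Across autosomal probes, which are not independent replicates, the arrays of a mouse were negatively correlated, with Pearson's r between -0.48 in 20mGyE4 and -0.08 in 20mGyE5. The requirement of the same sign on both arrays therefore removed differences that followed the dye.

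The probes of the sex chromosomes tested the labels of the parents. The median log2 ratio of the 48 X probes was 0.00 in the male parent and 0.84 in the female parent, against the male reference. It was -0.01 in 20mGyE1, 0.00 in 20mGyE2, 0.01 in 20mGyE3, -0.02 in 20mGyE4 and 0.75 in 20mGyE5. At the 3 Y probes the female parent had log2 ratios of -3.20, -2.08 and -0.32, and the male parent had 0.02, -0.06 and 0.03. The values of 20mGyE5 at these probes were -2.90, -1.41 and -0.35.

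The next question was how many probes differed from the reference in each mouse. A total of 4320 called probes was found over the 7 mice. The alternative that moved this total most, as a fold, was a threshold of 0.8, with 1047 called probes. The male parent had 715 called gain probes and 10 called loss probes, and the female parent had 62 and 69. Among the progeny, gain and loss probes numbered 605 and 177 in 20mGyE1, 602 and 8 in 20mGyE2, 725 and 27 in 20mGyE3, 52 and 7 in 20mGyE4, and 1198 and 63 in 20mGyE5. When the calls of all mice were joined at gaps of up to 200 kb, they formed 27 loci, of which 4 held 20 or more called probes.

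Calls found in 1 mouse alone were compared between parents and progeny, because such calls in a parent cannot come from a de novo change in this family's progeny. The male parent had 22 such probes and the female parent 8. The progeny had 176 in 20mGyE1, 8 in 20mGyE2, 47 in 20mGyE3, 3 in 20mGyE4 and 636 in 20mGyE5. No large region of such probes was present in either parent, while 20mGyE1 had 15 and 20mGyE5 had 39.

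The family comparison asked which calls in the progeny were absent from both parents. A total of 959 de novo called probes was found in the 5 progeny, against a mean of 0.2 in simulated families without change. The alternative that moved this total most was the Cy5 array alone, with 3656 probes, and without the male parent the total was 2953 and without 20mGyE5 it was 300. The gains and losses were 13 and 176 in 20mGyE1, 19 and 8 in 20mGyE2, 59 and 21 in 20mGyE3, 0 and 4 in 20mGyE4, and 657 and 2 in 20mGyE5. When a progeny mouse also had to differ from each parent by over 0.5, de novo called probes numbered 166 in 20mGyE1, 0 in 20mGyE2, 5 in 20mGyE3, 0 in 20mGyE4 and 622 in 20mGyE5, so most or all of those in 20mGyE2, 20mGyE3 and 20mGyE4 depended on the rule. Of the de novo gains, 120 lay in a chromosome 4 locus where both parents were also above the reference, and none of these 120 differed from each parent by over 0.5. The de novo probes formed 101 regions, and 54 of these were large. All large regions lay at a pair of loci, with 15 losses on chromosome 9 in 20mGyE1 and 39 gains on chromosome 6 in 20mGyE5. Joining at gaps of up to 200 kb with no limit on probes, an alternative added after the data were examined, gave 6 large regions, and there were 202 without the male parent and 15 without 20mGyE5.

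The loss on chromosome 9 extended from 57467311 to 57702232 (mm9), a length of 234922 bp, and held 171 called probes among 798. The mean log2 ratio over all 798 probes was -0.40 in 20mGyE1 with an SD over probes of 0.31. It was -0.35 on the array with the mouse DNA in Cy5 and -0.45 on the array with the mouse DNA in Cy3. The other 6 mice lay between -0.03 and 0.01 with an SD of 0.015, so the difference was larger than the spread between mice and between arrays. The exact permutation test gave p = 0.143 (two-sided), the smallest value that 7 mice allow. Of 10000 random windows of 798 probes in 20mGyE1, 137 lay as far from 0, and all 137 touched another locus with 20 or more called probes. Within 50 kb, the array held 14 probes to the left of the locus, which reached 1920 bp from it and had a mean of -0.15 ± 0.12 (SD over probes) in 20mGyE1, and 2 probes to the right, with a mean of -0.19 ± 0.18 (SD over probes). Neither end was sharply resolved on this array. Of the 10 large regions with the most called probes, 1 lay in this locus. It extended from 57568326 to 57575099, held 25 called probes among 43, and had a mean of -0.58 in 20mGyE1 and -0.01 to 0.01 in the other mice.

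The gain on chromosome 6 extended from 48004264 to 48310233 (mm9), a length of 305970 bp, and held 628 called probes among 1178, all in 20mGyE5. The mean log2 ratio over all 1178 probes was 0.62 in 20mGyE5 with an SD over probes of 0.32. It was 0.65 on the Cy5 array and 0.60 on the Cy3 array. The other 6 mice lay between -0.01 and 0.00 with an SD of 0.0044, and the exact permutation test again gave the smallest possible p of 0.143 (two-sided). None of 10000 random windows of 1178 probes in 20mGyE5 lay as far from 0. Only 4 probes lay within 50 kb to the left, with a mean of 0.05 ± 0.12 (SD over probes), and no probe lay within 50 kb to the right. The other 9 of the 10 large regions with the most called probes lay in this locus. The region with the most called probes extended from 48200429 to 48251394, held 92 called probes among 124, and had a mean of 0.75 in 20mGyE5. The other 8 held 23 to 46 called probes. They started at 48045361, 48014914, 48137973, 48087167, 48067591, 48169386, 48306325 and 48036865, and their means in 20mGyE5 lay between 0.63 and 0.78. The last of the 10 places was tied, since a region from 48285473 to 48303193 also held 23 called probes, with a mean of 0.78 in 20mGyE5.

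**Figure D1:**
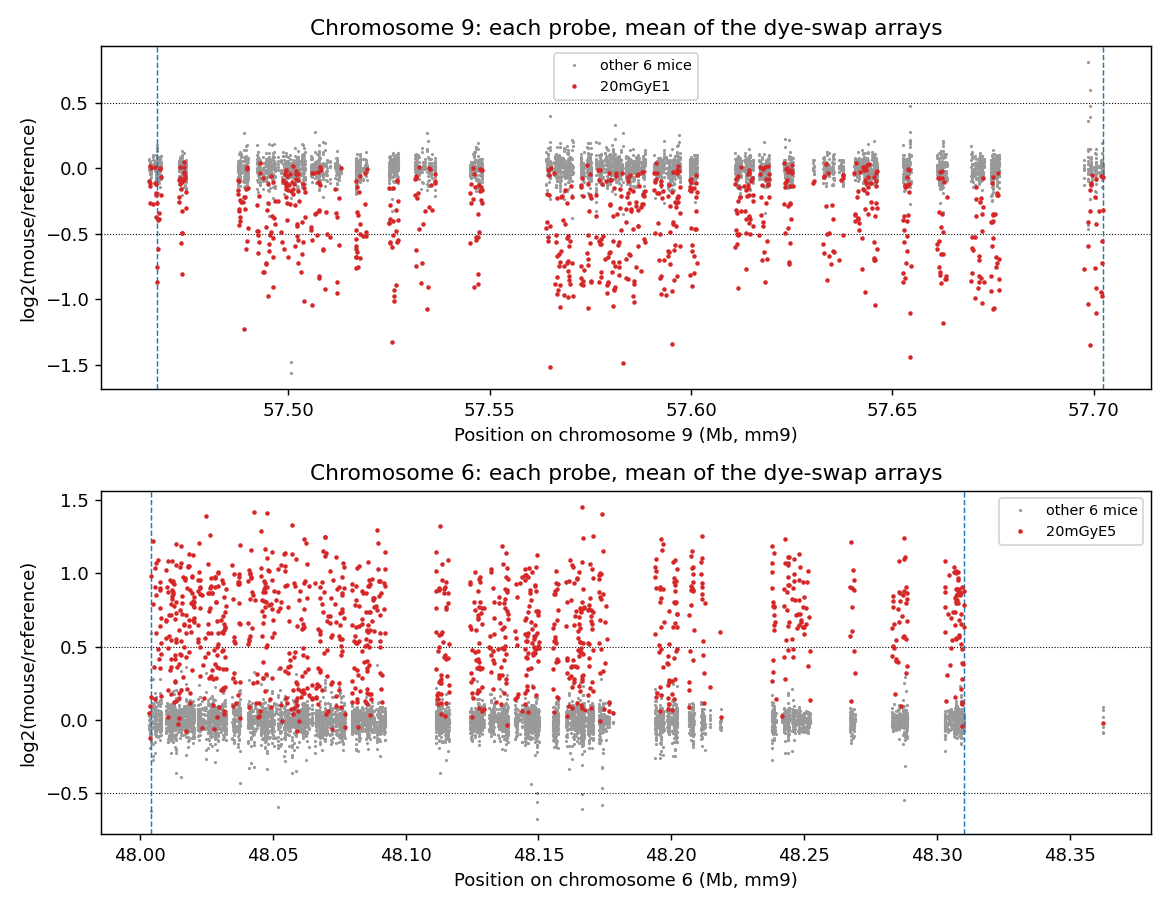
Log2 ratio of mouse to reference (vertical axis) against position in Mb of mm9 (horizontal axis) for every probe at the chromosome 9 locus (top) and the chromosome 6 locus (bottom), each point the mean of the dye-swap arrays of a mouse, with dotted lines at the calling threshold of 0.5 in both directions and dashed lines at the ends of the locus. The carrier (red, 20mGyE1 at the top and 20mGyE5 at the bottom) is shifted across the locus with a wide spread between probes, while nearly all points of the other 6 mice (grey) lie near 0.

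Within both loci the size of the log2 ratio differed between probes by their brightness, taken as the reference signal on the arrays of the other mice. In 20mGyE1 the mean at the chromosome 9 locus was -0.69, -0.55, -0.29 and -0.08 from the dimmest to the brightest of 4 groups of equal size. In 20mGyE5 the mean at the chromosome 6 locus was 0.92, 0.73, 0.53 and 0.31. The same order was found at the chromosome 4 locus in the male parent, with 0.87, 0.80, 0.65 and 0.33. Spearman's rho across the probes of a locus was 0.80, -0.74 and -0.71, and probes are not independent replicates. Brighter probes were also shorter, with a mean length of 56.4 bases in the dimmest group and 47.7 in the brightest at the chromosome 9 locus.

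**Figure D2:**
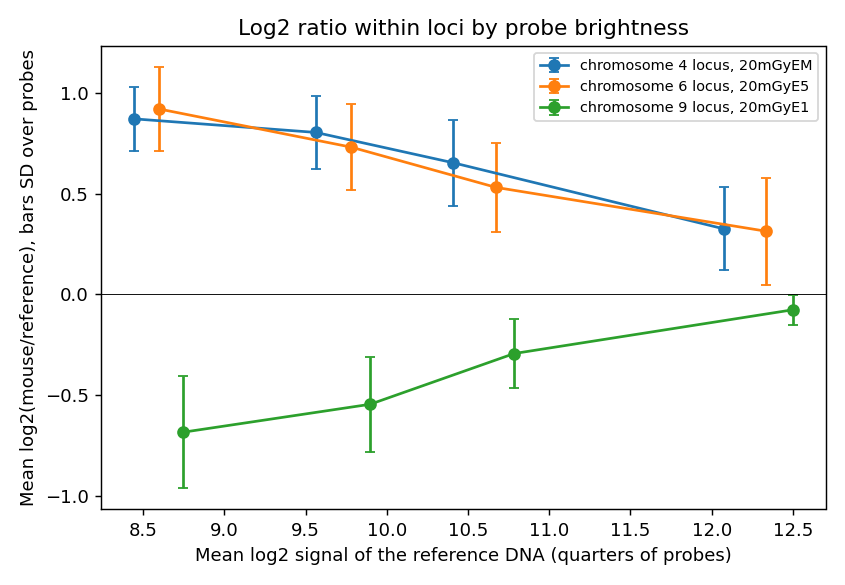
Mean log2 ratio of mouse to reference (vertical axis) against the mean log2 signal of the reference DNA (horizontal axis) for 4 groups of probes of equal size at the loci on chromosomes 9, 6 and 4, each in 1 mouse, with bars of 1 SD over probes. The means approach 0 as probes become brighter, from -0.69 to -0.08 at the chromosome 9 locus and from 0.92 to 0.31 at the chromosome 6 locus.

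Calls shared within the family were examined to separate differences of the reference from differences between relatives. Only 6 probes were called as a gain in all 7 mice, and 797 probes were called in 2 or more mice, against 0 in the simulated families. The simulation drew noise separately for each mouse and left out the shared reference, so shared calls were unlikely there by construction. No probe was called as a loss in all 7 mice. A chromosome 14 locus of 75 probes, from 53993275 to 54279592, held 15 probes called as a loss, in 5 of the mice. Its mean lay below 0 in all 7 mice, between -0.31 in 20mGyE4 and -0.28 in 20mGyE5. Of the 715 gain probes of the male parent, 50 were shared with all 5 progeny and 410 with 4 of them. The 3 regions with the most called probes in a parent were gains of the male parent on chromosome 4. They extended from 101223145 to 101248903 with 131 called probes, from 101169892 to 101185404 with 90, and from 101186229 to 101206568 with 90. Their means in the male parent were 0.70, 0.71 and 0.68, and in the female parent 0.40, 0.42 and 0.40. These regions belong to a locus from 101109089 to 101270967 with 1220 probes, where the mean was 0.66 in the male parent, 0.37 in the female parent, 0.60 in 20mGyE1, 0.60 in 20mGyE2, 0.66 in 20mGyE3, 0.38 in 20mGyE4 and 0.57 in 20mGyE5. The arrays of the male parent gave 0.70 and 0.63. Of the 69 loss probes of the female parent, 60 were shared with 20mGyE5 and 62 with exactly 1 of the progeny.

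**Figure D3:**
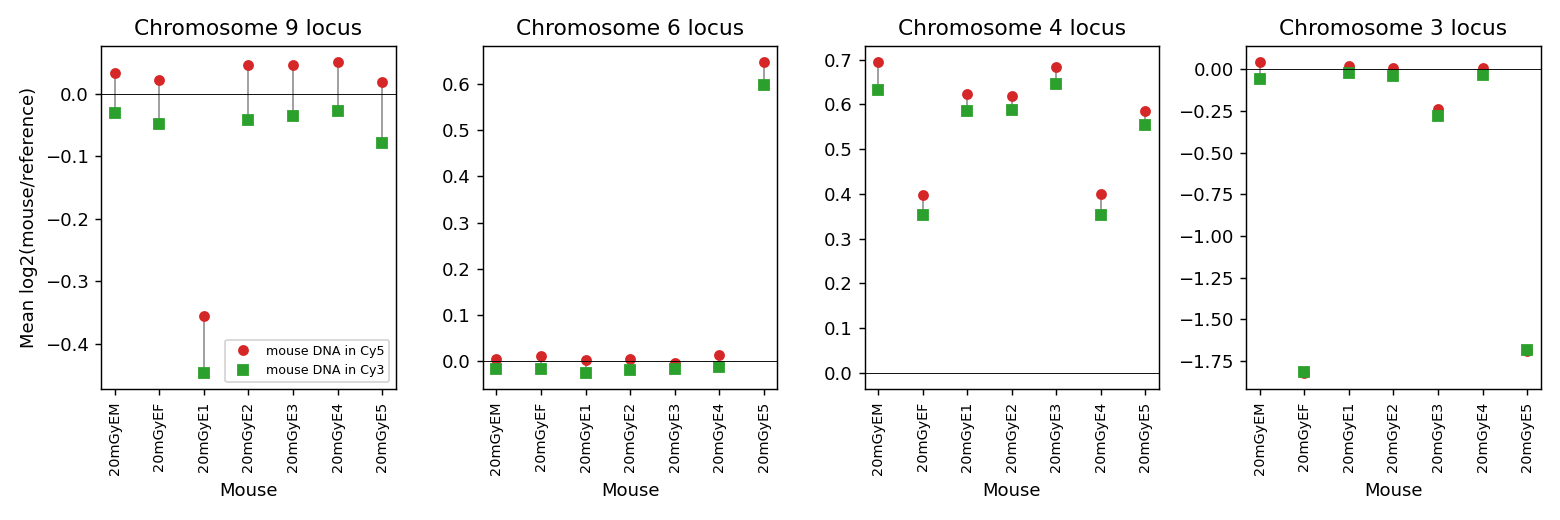
Mean log2 ratio of mouse to reference (vertical axis, with a scale of its own in each panel) for each mouse (horizontal axis) at the loci on chromosomes 9, 6, 4 and 3, with circles for the array with the mouse DNA in Cy5, squares for the array with it in Cy3, and a line joining both. Only 20mGyE1 is shifted on chromosome 9 and only 20mGyE5 on chromosome 6, all 7 mice lie above 0 on chromosome 4, and 20mGyEF and 20mGyE5 lie at -1.82 and -1.69 on chromosome 3.

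The progeny as a group were compared with the parents per autosomal probe. Of 83861 probes tested with limma, 0 passed a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.9998. The comparison looks for a shift common to the progeny, so it does not bear on a change carried by 1 of them. At an unadjusted p under 0.05 there were 2398 probes, or 2.86%. No alternative gave a probe past the threshold. With scan day as a block the count was 0 as well, with 2984 probes at an unadjusted p under 0.05. Both parents were scanned on day 1, so in that model they are compared with 20mGyE1 and 20mGyE2 alone.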

Values the study reported

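The study listed a deletion in 20mGyE1 with an estimated size of 235,104 bp on chromosome 9. It listed a duplication in 20mGyE5 with an estimated size of 305,969 bp on chromosome 6. Each had over 50 positive probes in the second screening. Both were also positive in the first screening and were verified by quantitative PCR. Over all families it reported that 7.1% of the progeny of unexposed males (11 of 156) and 20.4% of the progeny of exposed males (29 of 142) carried de novo deletions. Only changes verified by quantitative PCR were counted in these rates. The study listed 20mGyE5 as female and 20mGyE1 as male.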

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

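The tests of explanations in this part were chosen after the values were seen, except the normexp test and the 2 comparisons with probes of the same brightness. Among the 5 progeny, 14 measures were examined for a mouse far from the others at either end, which made 28 tests, and 8 stood apart. Chance gives about 1 in 20 for a measure chosen without regard to the values, and several of the 8 measures describe the same mouse and are not independent. The chance rate does not apply to the means of the loci on chromosomes 9, 6 and 3. The first 2 were defined by calls in 1 mouse alone and the third was chosen after its values were seen, so a mouse standing apart there follows from the selection.

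At the chromosome 9 locus 20mGyE1 was the lowest of the progeny with a mean of -0.40. A fault of an array or a dye is argued against by the loss on both arrays, of which the weaker gave -0.35. A fault of the slide is argued against by 20mGyE2, which shared the slide and had a mean of 0.0017. The mean in 20mGyE1 was shallower than the -1 that a loss of 1 of 2 copies gives in an ideal measurement. At the chromosome 4 locus the mean of 20mGyE1 was 0.91 times that of the male parent. This would argue against a weaker response of its arrays as a whole if both mice had the same copy number there. Their copy numbers at that locus are not known, so the ratio cannot decide it. A general shift of dim probes in this mouse is argued against by autosomal probes of the same brightness, which averaged -0.036. A candidate explanation is that bright probes respond less to copy number, since the brightest 200 probes lay 0.61 above the dimmest 200 and the gains on chromosomes 6 and 4 were also smallest at bright probes. Brighter probes were shorter, so brightness and length go together. Length alone is argued against by the 227 probes of 60 bases at this locus, among which the brightest 57 still lay 0.42 above the dimmest 57, but length can contribute, and base composition was not analysed here. A loss in part of the cells cannot be told apart from this. The dimmest 200 probes reached -0.69, or -0.52 under normexp, and no probe set with a known loss of 1 copy was at hand. The nearest measure was a known doubling against the male reference, the 48 X probes of the female parent, with a median of 0.84. These X probes had a log2 brightness of 8.43 (computed for 20mGyE5), against 8.75 for the dimmest 200. They show a gain in another mouse, so they do not say what a full loss would give in 20mGyE1. A biological difference within the progeny is not named by the labels.

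At the chromosome 6 locus 20mGyE5 was the highest of the progeny with a mean of 0.62, and this locus held 628 of its 659 de novo called probes, also the highest count. A fault of an array or a dye is argued against by the lower of both arrays, at 0.60. The dimmest 295 probes averaged 0.92, above the 0.58 that 3 copies against 2 give in an ideal measurement. Over-subtracted background on dim probes as the whole cause is argued against by normexp, under which they still averaged 0.78, and a general shift of dim probes in this mouse by autosomal probes of the same brightness, which averaged 0.031. More than 1 extra copy is a candidate explanation that the value of 0.92 meets. The 48 X probes, with a log2 brightness of 8.43 against 8.60 for the dimmest 295, had a median of 0.75 in this mouse. Their median was 0.84 in the female parent, where a doubling against the male reference is known from the label. Both medians lay below 0.92, but the X probes are another set of probes. More than 1 extra copy stays a hypothesis, since it was found and tested on the same arrays. The slide held 20mGyE5 alone, so slide and mouse are confounded. A uniform shift of the whole slide cannot be tested by random windows, since each array was centred on its autosomal median. After centring, 0 of 10000 random windows of 1178 probes in 20mGyE5 lay as far from 0. A fault of the slide limited to the probes of this locus cannot be tested on these arrays. It is argued against by the study, which reported this duplication as verified by quantitative PCR.

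20mGyE5 also stood apart at the X probes, with a median of 0.75, and at the 3 Y probes, with -2.90, -1.41 and -0.35. The medians of the X probes were 0.60 and 0.85 on its arrays. These values resembled those of the female parent. The sex of the progeny is not in the labels and was not used for any grouping, so no biological explanation was tested. The sex that the study lists for this mouse is given among its reported values.

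At the chromosome 3 locus, from 25416456 to 25434312 with 57 probes, 20mGyE5 was the lowest of the progeny with a mean of -1.69, and the female parent had -1.82. A fault of an array or a dye is argued against by all 4 arrays of these mice, of which the highest gave -1.68. An inherited deletion of a sequence with 2 copies is argued against by 3 progeny (20mGyE1, 20mGyE2 and 20mGyE4) with means within 0.1 of 0, since the female parent lies below the -1 of a single remaining copy and would pass no copy to any of them. Inheritance of a sequence present in more copies is not excluded by this. A candidate explanation is that these probes also bind sequence of the sex chromosomes. Outside this locus, the same pair of mice ranked 1 of 21 pairs by the number of autosomal loss probes past the threshold in that pair alone, with 33 probes at 28 loci, and both mice were those with high X and low Y values. The probe sequences were not used here, and a mouse from outside the family remains open as well.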

How the results depend on the processing

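All alternatives were fixed before the data were examined except scan day as a block and the joining of calls at 200 kb. Of 15 alternatives other than leaving out a mouse, 12 kept the count of called probes within 1.5 times of 4320, and 14 of 17 did so for the 959 de novo called probes and 18 of 22 for the 54 large regions. The de novo probes lay mostly in 20mGyE1 and 20mGyE5 and the large regions in these alone. Requiring a difference from each parent left 5 de novo probes in 20mGyE3 and 0 in 20mGyE2 and 20mGyE4. At a threshold of 0.8 the counts were 1047, 349 and 11, fewer because the requirement was stricter by construction. With the Cy5 array alone 11106 probes were called and 3656 were de novo, and with the Cy3 array alone 8432 and 2220, since a single array does not remove differences that follow the dye. Counting regions of at least 2 called probes gave 101, of at least 10 gave 24, and joining at 200 kb gave 6. The last includes chromosome 4 gains that do not differ from each parent by over 0.5.

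Leaving out each mouse in turn gave 3059 to 4261 called probes, 300 to 2953 de novo called probes and 15 to 202 large regions. The highest de novo values came without the male parent, whose chromosome 4 calls then no longer counted as parental, and the lowest came without 20mGyE5. The comparison of progeny with parents gave 0 probes under all 16 alternatives, with 1941 to 5964 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.424 to 0.999995 (limma). Without a parent, that group held 1 mouse, which was assumed to vary like the progeny.

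The locus means kept their sign under all 8 alternatives each. The chromosome 9 mean in 20mGyE1 ranged from -0.45 to -0.34, within the dye-swap spread of its main value. Normexp lowered the chromosome 6 mean in 20mGyE5 to 0.57 and the chromosome 4 mean in the male parent to 0.59, both by more than the dye-swap spread. No paired analysis was possible because parents and progeny share no replicate numbers. Signal over background limited few probes, since 80960 of the 83874 autosomal probes were well above background on all arrays, and with these alone 891 de novo probes and 51 large regions were found.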

Other observations

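The tests in this part were chosen after the values were seen, except the comparison of 20mGyE3 with random probes of the same brightness.

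20mGyE3 had a mean of -0.26 at the chromosome 3 locus, with -0.24 and -0.28 on its arrays, between the pair of low mice and the others. At the 33 autosomal probes outside that locus that were lost in 20mGyEF and 20mGyE5 alone, it averaged -0.23 and was the lowest of the 5 other mice at 29 of them. These probes were picked on the values of all 7 mice, with the condition that 20mGyE3 was not past the threshold. A general shift of dim probes is argued against by random autosomal probes of the same brightness, which averaged -0.0060 in this mouse, and none of 1000 draws was as low. An admixture of DNA from a mouse with 2 X chromosomes would need an X median of about 0.12. That value was scaled in proportion on the log2 scale, while mixed DNA adds on the linear scale, so it is rough. The observed median was 0.011 with a bootstrap SE of 0.0066, which argues against such an admixture. A loss of sequence in part of the cells may remain open. The Y probes do not settle it, since 1 gave -0.23 and the others -0.05 and 0.03, and 3 probes are too few.

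The 120 de novo gain calls on chromosome 4 may be crossings of the threshold rather than changes between generations. The highest locus mean of the progeny was 0.664 in 20mGyE3, against 0.663 in the male parent, whose arrays gave 0.70 and 0.63. None of the 120 differed from each parent by over 0.5, but this cannot decide the question. Both parents already lay above the reference, and a change smaller than 0.5 would not have been counted. The locus means of the 7 mice left a gap between 20mGyEF and 20mGyE4, at 0.37 and 0.38, and the other 5 mice, at 0.57 to 0.66. The reference was lower than every member of the family there.

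Loss calls in loci of fewer than 5 called probes numbered 45 probes at 20 loci, and 39 of the probes were called in a single mouse. Of the 45 probes, 75.6% lay in the dimmest 25% of autosomal probes. Of the 20 loci, 2 were called in both 20mGyEF and 20mGyE5, and 17 loci on 13 chromosomes were called in a single mouse. At these 17, leaving out each mouse where it was itself past the threshold, the mean over loci was -0.31 in 20mGyEM (15 loci), 0.08 in 20mGyEF (17), -0.34 in 20mGyE1 (11), -0.37 in 20mGyE2 (11), -0.19 in 20mGyE3 (4), 0.04 in 20mGyE4 (16) and 0.11 in 20mGyE5 (17). Independent noise of dim probes as the whole cause is argued against by 3 mice (20mGyEM, 20mGyE1 and 20mGyE2) that lay below all of 1000 draws of probes of the same brightness. A shift shared with some other mice, past the threshold in 1 of them, is a candidate explanation that the same 3 mice meet. Separate losses inherited from the male parent are argued against by 20mGyE4 and 20mGyE5, which lay below -0.2 at 0 of these loci, although each would carry about 50% of losses on different chromosomes. This leaves out the locus called in 20mGyE4, where 20mGyEM was low as well with a mean of -0.80. A fault of a slide as the whole cause is argued against by the slide of the parents, where 20mGyEM lay over 0.1 below 20mGyEF at 14 of 15 loci. What set these mice apart remains open, and base composition and the quality of the DNA were not analysed here. The limit of 5 called probes was applied after a wider set had been examined, the 65 loss probes outside loci of 20 or more called probes. In that set 56.9% lay in the dimmest 25%.

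The negative correlation of the dye-swap arrays is consistent with a dye bias of single probes, since the difference between the arrays correlated across autosomal probes with r of at least 0.77 in all 21 pairs of mice.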
